A study of Mus musculus with 6 samples. Its data were reported in "Specific 3-O-sulfated heparan sulfate domains regulate salivary gland basement membrane metabolism and epithelial differentiation" (2024).

How the data were processed

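Submandibular glands of female mice were profiled by RNA sequencing. The series holds 6 libraries in 2 groups of 3, labelled wild type (WT) and DKO, the latter for mice in which Hs3st3a1 and Hs3st3b1 were both inactivated. Both genes encode heparan sulfate 3-O-sulfotransferases, which add a sulfate group to the sugar chains of heparan sulfate. According to the study, Hs3st3a1 carries a short frameshift deletion in its exon 1, and Hs3st3b1 carries a LacZ cassette. The labels number the libraries 1, 4 and 5 in each group.

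The authors prepared unstranded Nextera XT libraries and sequenced them on a HiSeq2500. The aligner, the counting tool, the genome build and the annotation were not stated. The authors deposited raw counts per gene symbol in an unfiltered table of 43280 rows and in a filtered table of 17527 rows. The counts of the filtered table were identical to those of the unfiltered table, and its rows were exactly those with more than 5 counts in at least 1 library. The authors also deposited a table of normalized signal, in which each filtered count was divided by 1 constant per library, in CPM after TMM scaling. That signal table was checked against the counts and not tested. No row lacked a gene name, and no row name was repeated. All count columns were matched to a library by name. Because the reads were unstranded, reads of overlapping genes on opposite strands could not be separated, and reads shared by near-identical genes may have been split among them or dropped.

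Total counts ranged from 23674258 to 29611975 per library. Chi-square values per degree of freedom between libraries of one group ranged from 16.8 to 43.4, so no pair agreed within sampling noise and each library was counted as 1 replicate. With 3 libraries against 3, a rank or permutation test of a single value cannot give a two-sided p-value below 0.1, so tests were made only with models fitted across all genes.

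The unfiltered raw counts were tested. Rows with at least 10 counts summed over the 6 libraries were kept, which left 18606 rows. DESeq2 1.42.0 in R 4.3.3 was used with median-of-ratios size factors, the two-sided Wald test, unshrunken log2 fold changes and the default Cook's and independent filters, the latter tuned to its default of 0.1. A first run had tuned it to 0.05, and the default was restored because it was the choice made beforehand. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p-value under 0.05 was taken as the threshold. This is the test that the study's methods name. Size factors ranged from 0.867 to 1.12. An adjusted p-value was not given for 2556 rows, 31 of them by Cook's filter and 2525 for a low mean. All fold changes are of the libraries labelled DKO over those labelled WT. Values given as mean ± SD are normalized counts with n = 3.

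The main test, the alternatives and the gene lists were written down before the data were examined. There were 9 lists of genes that the study names, with 74 entries, of which 69 were tested. A further 14 lists of cell type and response markers, with 108 entries, 101 of them tested, were used only in the closing observations. All lists were written after reading the study and its own list of changed genes, which came from these same libraries, so their tests are not independent evidence. One entry was changed afterwards. Mucl2 was matched to the row Spt1, which RefSeq lists as its synonym, once the row names had been seen. Each list was tested by limma 3.58.1 with camera, two-sided, at a preset correlation of 0.01 on voom values, with adjustment over the study lists and, separately, over the marker lists. The tests fry and camera with an estimated correlation were run beside it. Lists were also compared with 10000 random lists, in which each member was drawn from the 200 genes nearest to it in mean count, GC content and transcript length.

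The genes named in the text were chosen by a rule written at the same point. They are the targeted genes, the genes of the study lists, and in each direction the 8 genes with the largest absolute log2 fold change among those with an adjusted p-value under 0.05, a mean of at least 50 normalized counts and every library labelled DKO beyond every library labelled WT. Other genes named were chosen after their values were seen, and this is said where they appear.

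Coordinates are those of the GENCODE M21 annotation of GRCm38 for the gene of the same symbol, since the deposited tables hold symbols only. Of the 43280 row names, 39379 (91.0%) matched a symbol of that annotation.

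The alternatives were edgeR 4.0.16 (quasi-likelihood test with TMM), limma-voom, TMM factors or total counts as size factors, no count filter, at least 10 counts in at least 3 libraries, the authors' filtered counts, independent filtering off, Cook's filter off, the DESeq2 prior on fold changes, the replicate number as a block, and each library left out in turn. A robust edgeR fit and independent filtering tuned to 0.05 were added after the data were examined. Each of the 10 splits of the 6 libraries into groups of 3 was also fitted.

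The tests were tested on simulated data. Counts for 18125 genes were drawn from the means and dispersions of the real libraries with 200 genes changed, 100 by 2-fold and 100 by 4-fold. The changed genes were picked among those with a mean of at least 50 counts. DESeq2 recovered 185 of the 200, edgeR 175 and limma-voom 172. Among the genes called, the share that had not been changed was 11.9% for DESeq2, 6.42% for edgeR and 3.37% for limma-voom. Of 1000 lists of 10 unchanged genes, camera gave 1.9% a p-value under 0.05. Each gene was drawn independently, so this share does not cover lists of correlated genes.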

Results

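RNA was sequenced from submandibular glands of female mice, a major salivary gland in which acini secrete saliva, ducts carry it and myoepithelial cells (MECs) contract around both. The design compared 3 glands labelled WT with 3 labelled DKO, from mice with both Hs3st3a1 and Hs3st3b1 inactivated, to find which genes changed when both enzymes are lost. Total counts were 23674258, 26972274 and 27325882 in the libraries labelled WT 1, 4 and 5, and 28268939, 29611975 and 25845460 in those labelled DKO 1, 4 and 5. A small number of genes took most of the counts. The 10 most abundant rows of each library held 59.4% ± 2.18 (SD, n = 3) of the counts in the libraries labelled WT and 64.8% ± 1.95 (SD, n = 3) in those labelled DKO. The single row Spt1, the gene now named Mucl2, held 36.2% ± 1.84 and 38.7% ± 1.40 (SD, n = 3) respectively. Xist was counted between 10121 and 19804 times per library. The Y chromosome genes Ddx3y, Uty, Kdm5d and Eif2s3y had 0 counts in all 6 libraries, which allows each at most 3 counts, or 0.127 CPM in the shallowest library. These limits cover counting error only.

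The targeted genes were examined first. Hs3st3b1 lies on the minus strand of chromosome 11 from 63885792 to 63922290 in GRCm38, and Hs3st3a1 lies on the plus strand of the same chromosome from 64435332 to 64522841, with 513 kb between them. Hs3st3b1 had 173, 203 and 261 counts in the libraries labelled WT 1, 4 and 5, and 255, 120 and 189 in those labelled DKO 1, 4 and 5. Its log2 fold change was -0.04 (SE 0.24, DESeq2 adjusted p = 0.976). Hs3st3a1 had 15, 11 and 15 counts in the libraries labelled WT and 11, 8 and 13 in those labelled DKO, with a log2 fold change of -0.22 (SE 0.61, DESeq2 adjusted p = 0.947). Neither gene was lower in the libraries labelled DKO by more than the spread between replicates. The study, by contrast, reported from quantitative PCR that neither gene was expressed in adult DKO glands of either sex. By mass spectrometry of male DKO glands it also found no trace of a tetrasaccharide predicted to be made by these enzymes. The counts here do not show the loss seen by PCR, and the cause of that difference was not traced. Counts per gene do not show a short frameshift deletion or where along a gene the reads lie, and no row for a cassette was analysed here. The counts of the targeted genes therefore do not separate the groups, and all groups are named by their labels. Every direction given here rests on those labels.

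A difference between the groups was present next to Hs3st3b1. These rows were chosen after their values were seen. Across the whole table, 3 rows had at most 3 counts in each library labelled WT and at least 10 in each labelled DKO, and all 3 were processed pseudogenes between 39.0 and 285 kb from Hs3st3b1, past its 3′ end. Gm12288 (chromosome 11, 63817019 to 63818300, minus strand) had 0 counts in each library labelled WT and 100, 63 and 97 in those labelled DKO, at least 30.3-fold higher (DESeq2 adjusted p = 3.54e-10). Hmgb1-ps3 (63846183 to 63846818, minus strand) had 2, 1 and 2 counts against 40, 21 and 25, at least 9.86-fold higher (DESeq2 adjusted p = 8.87e-05). Gm12287 (63599632 to 63600923, minus strand) had 0 counts against 11, 11 and 10, at least 3.72-fold higher (DESeq2 adjusted p = 0.00389). The other 6 rows matched to the annotation and tested within 1 Mb of Hs3st3b1, the targeted genes included, had absolute log2 fold changes of at most 0.38 and none passed the threshold. The opposite pattern was found in 8 rows, and 0 of them lay in this window.

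**Figure D1:**
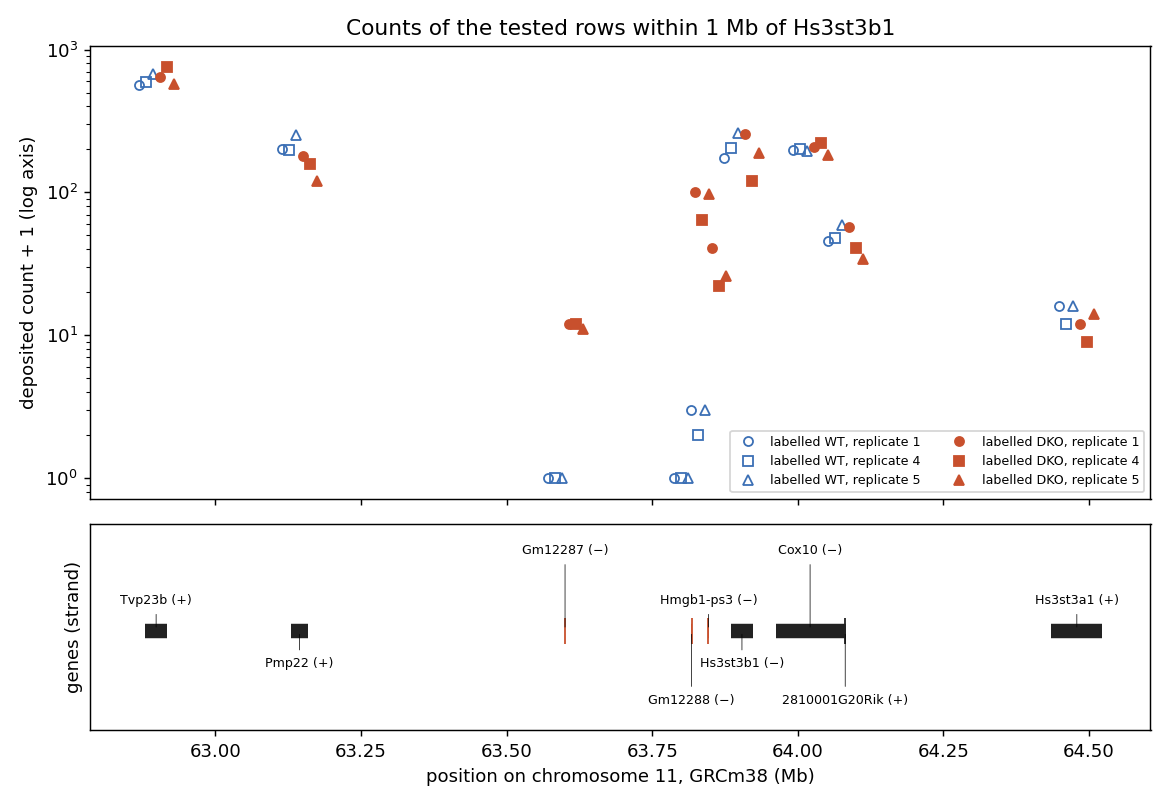
Deposited counts plus 1 (log axis) of the 9 tested rows within 1 Mb of Hs3st3b1 in each library, above a map of these genes on chromosome 11 of GRCm38 with their strands. Open blue symbols are libraries labelled WT, filled red symbols those labelled DKO, and symbols of one gene are spread sideways for legibility. Gm12287, Gm12288 and Hmgb1-ps3, drawn in red on the map, had at most 2 counts in any library labelled WT and at least 10 in every library labelled DKO.

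Over all 18606 rows tested, 539 genes had a DESeq2 adjusted p-value under 0.05, of which 189 were higher and 350 lower in the libraries labelled DKO. A 2-fold change as well was seen in 225 of them, 39 higher and 186 lower. In 493 of the 539 genes (91.5%) the 2 groups did not overlap, against 20.3% of all rows tested and 10% by chance. The number of calls depended on the test and on single libraries. With the same rows, edgeR's quasi-likelihood test called 10 genes and limma-voom called 7, the lowest count of any alternative, all of them among the 539. Total counts as size factors gave 1472 genes, the highest count, with the median of all genes shifted by -0.24. Leaving out the library labelled WT 1, WT 5, DKO 4 or DKO 5 gave 151, 149, 170 and 166 genes, while leaving out WT 4 gave 817 and leaving out DKO 1 gave 740. For the genes with a 2-fold change as well, these fits gave 69, 74, 67, 77, 417 and 261 genes in the same order.

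Among the genes with an adjusted p-value under 0.05, a mean of at least 50 normalized counts and no overlap, 173 were higher. Mucl1 changed most. This gene (chromosome 15, 103751919 to 103755469, minus strand), which GENCODE lists as protein coding and RefSeq as a transcribed pseudogene, and which the study counts among its acinar genes, had 241, 64 and 105 counts in the libraries labelled WT and 666809, 833104 and 737918 in those labelled DKO. Its log2 fold change was 12.54 (SE 0.61, DESeq2 adjusted p = 1.40e-90), and it took 2.68% ± 0.275 (SD, n = 3) of all counts in the libraries labelled DKO. It passed the threshold under every alternative, with adjusted p-values up to 0.0387. The prior on fold changes lowered its log2 fold change to 1.44. Gm25911, a 56-bp microRNA row on chromosome 1 (167340369 to 167340424, minus strand), rose from 7.26 ± 5.90 to 546 ± 161 normalized counts (log2 fold change 6.23, DESeq2 adjusted p = 3.01e-14). Its adjusted p-value under limma-voom was 0.0579. A row this short can collect reads of similar sequence elsewhere. The others were Chac1, Psat1, Mthfd2, Chn2, Slc7a5 and Hba-a2, with log2 fold changes from 1.54 (Hba-a2) to 3.06 (Chac1). These sizes depended on single libraries. With 1 library left out, the lowest values were 1.80 (Chac1), 1.58 (Psat1), 1.64 (Mthfd2), 1.54 (Chn2), 1.26 (Slc7a5) and 1.31 (Hba-a2). Chn2 (DESeq2 adjusted p = 5.17e-08) and Hba-a2 (4.91e-05) remained under the threshold when any 1 library was left out. Chac1, Psat1, Mthfd2 and Slc7a5 did not, and their highest adjusted p-values in those fits were 0.339, 0.267, 0.144 and 0.134, each without the library labelled WT 1. Under edgeR these 6 genes did not pass the threshold, with adjusted p-values from 0.0628 (Chn2) to 0.16 (Chac1).

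The lower genes by the same rule, out of 232, were immunoglobulin and interferon-inducible genes. Igkv3-4, Ighv1-26, Ighg1, Ighg2b and Ighm had log2 fold changes from -6.23 (Igkv3-4) to -4.18 (Ighm). Ighm fell from 1313 ± 1007 to 72.5 ± 3.46 normalized counts (DESeq2 adjusted p = 4.20e-04). Immunoglobulin segments share sequence, so counts of single segments are uncertain. Ifi47 and Tgtp2 had log2 fold changes of -2.46 and -2.31, and Iigp1 fell from 535 ± 456 to 66.9 ± 16.6 normalized counts. Their levels varied within the libraries labelled WT. Ifi47, for example, had 249, 58.7 and 111 normalized counts in WT 1, 4 and 5 and between 22.8 and 29.3 in those labelled DKO (DESeq2 adjusted p = 1.42e-05). Of these 8 genes, Ighv1-26, Ighm and Ifi47 kept an adjusted p-value under 0.05 when any 1 library was left out. The other 5 had adjusted p-values up to 0.304 (Igkv3-4), 0.174 (Ighg1), 0.213 (Ighg2b), 0.0996 (Iigp1) and 0.182 (Tgtp2) in those fits, without WT 1 for the first 3 and without DKO 4 for the last 2. Under edgeR only Ighv1-26 of the 8 passed the threshold, and under limma-voom 0 did, with adjusted p-values from 0.158 (Ighv1-26) to 0.304 (Ighg2b).

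**Figure D2:**
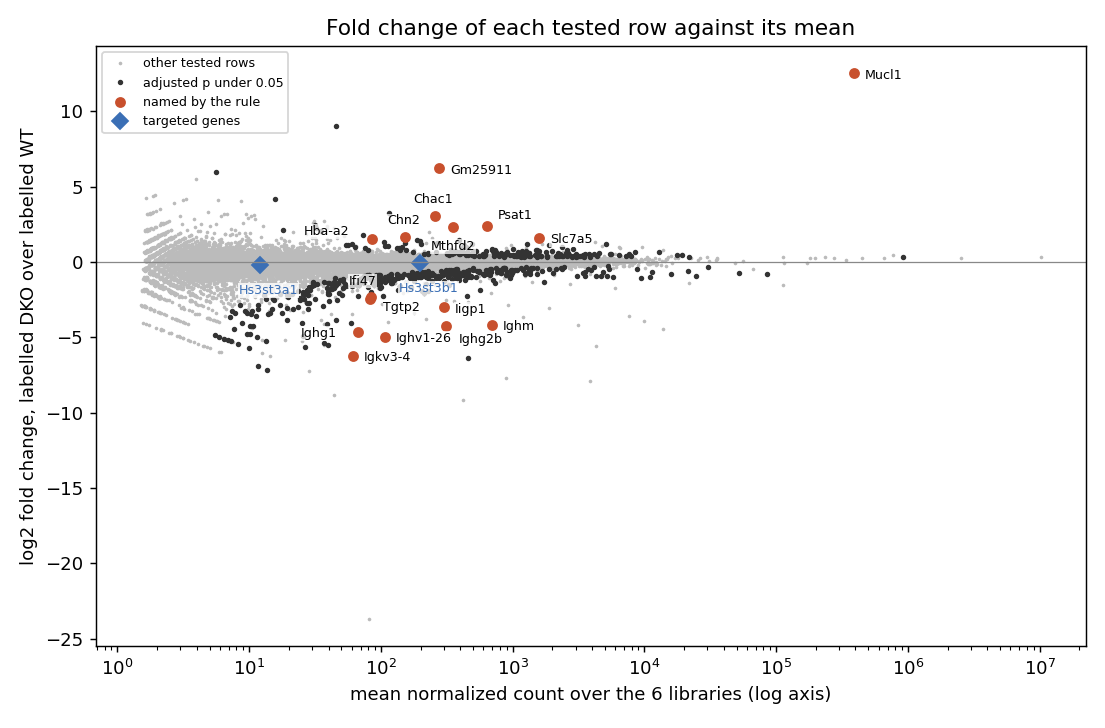
Log2 fold change of the libraries labelled DKO over those labelled WT (vertical axis) against the mean normalized count over the 6 libraries (horizontal log axis) for the 18606 rows tested. Black points are the 539 genes with a DESeq2 adjusted p-value under 0.05, red points the genes named by the rule and blue diamonds the targeted genes; Mucl1 stands apart at 12.54 and both targeted genes lie near 0.

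The study asked whether the cell types of the gland differ between the genotypes, and named genes of MECs, ducts and acini. All 10 MEC genes were lower in the libraries labelled DKO, each with no overlap between the groups and each with a DESeq2 adjusted p-value under 0.05. Their median log2 fold change was -0.74, from -0.99 to -0.56 (camera adjusted p = 1.52e-17; fry 0.00304; camera with an estimated correlation 0.0469). Acta2 (chromosome 19, 34241090 to 34255590), which encodes smooth muscle actin, fell from 2531 ± 143 to 1510 ± 198 normalized counts (log2 fold change -0.74, SE 0.12, DESeq2 adjusted p = 1.49e-07). Cnn1 (chromosome 9, 22099216 to 22109630), which encodes calponin 1, fell from 607 ± 44.5 to 304 ± 51.4 (log2 fold change -0.99, SE 0.15, DESeq2 adjusted p = 8.92e-08). Tagln, Myh11, Myl9, Mylk, Tpm2, Lama2, Krt14 and Postn made up the rest. The alternative that moved the median most was the use of total counts as size factors, which gave -0.97 with the shift of all genes given above. None of the 10 genes passed the threshold under edgeR (adjusted p-values from 0.0562 to 0.147) or limma-voom (from 0.056 to 0.172). Krt14 also lost its call in 5 of the 6 fits that left out 1 library, with adjusted p-values up to 0.124 (without WT 1 or DKO 5). With the replicate block Krt14 lost its call too (adjusted p = 0.114). Lama2 lost its call without WT 5 (0.107) or DKO 5 (0.0769).

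The 13 Klk1b genes, which encode kallikreins of the granular ducts and lie together on chromosome 7, were all lower as well, with no overlap between the groups. Their median log2 fold change was -0.94, from -1.17 to -0.61, and all 13 had a DESeq2 adjusted p-value under 0.05 (camera adjusted p = 2.32e-23; fry 0.00304; camera with an estimated correlation 0.0469). These genes are near-identical copies, so the change of a single member is uncertain. The summed counts of the family fell from 248934 ± 5407 to 140613 ± 22530 normalized counts. Klk1b24 (44188236 to 44192455) had the largest change, from 989 ± 35.1 to 439 ± 41.1 normalized counts (log2 fold change -1.17, SE 0.12, DESeq2 adjusted p = 3.00e-19). Klk1b24 and Klk1b4 passed the threshold under every alternative, with adjusted p-values up to 0.00367 and 0.0093. The other 11 did not pass it under edgeR, with adjusted p-values from 0.0571 to 0.16. Klk1b8 and Klk1b9 each lost their calls in 3 of the fits that left out 1 library, with adjusted p-values up to 0.278 and 0.443, both without WT 1. Of the other duct genes, Egf was lower with a log2 fold change of -0.69 (SE 0.13, DESeq2 adjusted p = 1.60e-05), and it lost its call under edgeR (adjusted p = 0.123), limma-voom (0.121) and the robust edgeR fit (0.0726). Muc13 (-0.28, adjusted p = 0.26) and Krt19 (-0.34, adjusted p = 0.736) were not called, though Muc13 was with total counts as size factors (adjusted p = 0.0163). The median of the other duct list was -0.52 (camera adjusted p = 6.11e-05; fry 0.00304).

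All 7 acinar genes had a positive log2 fold change. Their median was 0.54 (camera adjusted p = 2.20e-10, fry 0.00304, camera with an estimated correlation 0.0469). The median fell to 0.35 without the library labelled DKO 4 and to 0.30 with total counts as size factors. Besides Mucl1, Agt (chromosome 8, 124556534 to 124569706) rose from 3062 ± 156 to 7190 ± 1244 normalized counts (log2 fold change 1.23, SE 0.13, DESeq2 adjusted p = 4.98e-19) and Agr2 (chromosome 12, 35992907 to 36004087) from 271 ± 66.5 to 586 ± 60.5 (log2 fold change 1.11, SE 0.18, DESeq2 adjusted p = 3.64e-07). Agt kept its call under every alternative, with adjusted p-values up to 0.0203. Agr2 lost its call under edgeR (adjusted p = 0.0743) and limma-voom (0.0622). Aqp5, the water channel of acinar cells, had a log2 fold change of 0.54 (SE 0.15, DESeq2 adjusted p = 0.0165) and lost its call under edgeR (adjusted p = 0.199), limma-voom (0.225), the robust edgeR fit (0.174) and total counts as size factors (0.124), and in 4 of the 6 fits that left out 1 library, with adjusted p-values up to 0.283 without WT 5. Lpo (0.54, adjusted p = 0.0612), Spt1 (0.33, adjusted p = 0.0758) and Ceacam1 (0.09, adjusted p = 0.849) did not pass the threshold. Lpo did pass it without the library labelled DKO 1 (adjusted p = 0.0101) and with the replicate block (0.0125). Spt1 did without DKO 1 (0.0108) or without WT 4 (0.0115).

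**Figure D3:**
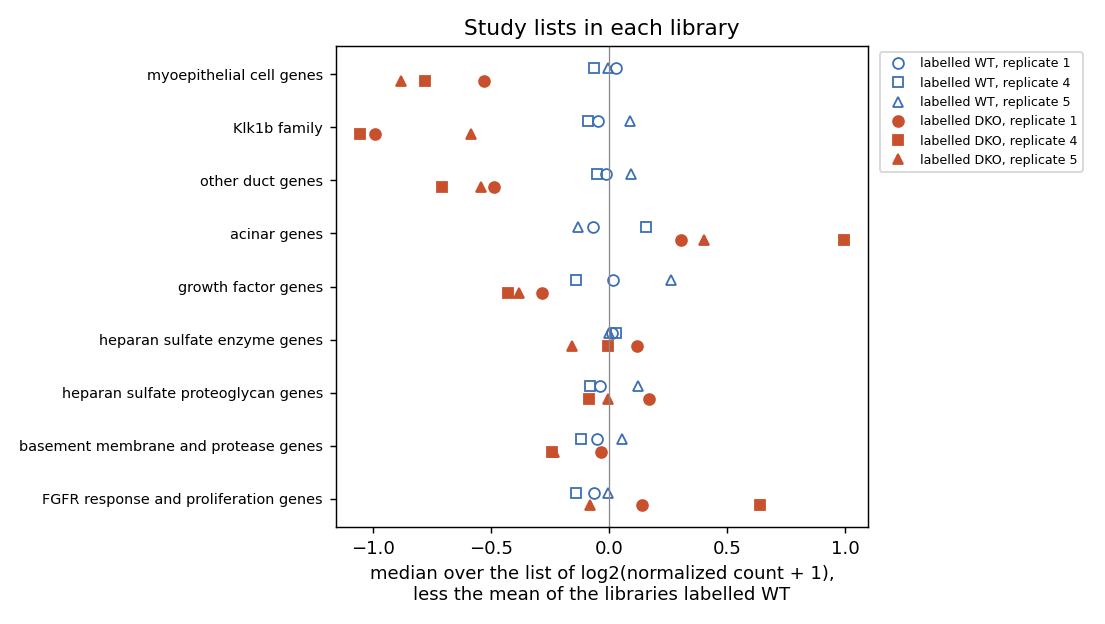
Median over each study list of log2(normalized count + 1) in each library, less the mean of the libraries labelled WT, with 1 row per list. Open blue symbols are libraries labelled WT and filled red symbols those labelled DKO; the MEC, Klk1b, other duct and growth factor lists are lower, and the acinar list higher, in all 3 libraries labelled DKO than in any labelled WT.

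Of the 6 growth factor genes, Ctgf and Kitl were lower, with log2 fold changes of -1.08 (SE 0.28, DESeq2 adjusted p = 0.00973) and -0.83 (SE 0.21, DESeq2 adjusted p = 0.00621). Neither call was stable to leaving out 1 library. Ctgf had an adjusted p-value of 0.306 and Kitl one of 0.193 without WT 5, and Kitl reached 0.33 without DKO 4. Both lost their calls under edgeR (adjusted p = 0.171 and 0.18) and limma-voom (0.204 and 0.246). Kitl also lost its call with the replicate block (adjusted p = 0.427). Fgf1, Fgf9, Pdgfa and Tgfb2 did not pass the threshold, though Fgf1 did without WT 4 (adjusted p = 0.0107), and Fgf1 and Tgfb2 did with total counts as size factors (0.0411 and 0.014). The median of the 6 was -0.36 (camera adjusted p = 0.0071), and this call did not hold under fry (0.0583) or an estimated correlation (0.11). Without WT 5 the median was -0.20.

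The study also asked whether other heparan sulfate enzymes compensate and whether heparan sulfate proteoglycans were affected. Of 14 enzyme genes, 9 were tested and 5 (Hs3st2, Hs3st4, Hs3st5, Hs6st3 and Ndst4) had fewer than 10 counts in all, so a difference in them was not detectable at this depth. None of the 9 passed the threshold. Hs3st6, the only one with an unadjusted p-value under 0.05, had 10, 7 and 13 counts in the libraries labelled WT and 2, 1 and 3 in those labelled DKO (DESeq2 adjusted p = 0.26). The median of the 9 was 0.05 (camera adjusted p = 0.903). Of the 5 proteoglycan genes Hspg2, Agrn, Col18a1, Sdc1 and Sdc4, 0 passed the threshold and 0 had an unadjusted p-value under 0.05. Their log2 fold changes ran from -0.19 to 0.18 (camera adjusted p = 0.924). Both medians turned negative with total counts as size factors, by less than the shift of all genes in that fit.

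The 9 basement membrane and protease genes had a median log2 fold change of -0.24 (camera adjusted p = 0.0071). None passed the threshold singly, and 3 had an unadjusted p-value under 0.05. These were Col4a1 (-0.24), Lama3 (-0.30) and Mmp2 (-0.55, and -0.28 without WT 5). Col4a1 passed the threshold without WT 4 (adjusted p = 0.0437), and Col4a1, Lama3, Lamb2 and Mmp2 passed it with total counts as size factors (adjusted p-values from 0.00594 to 0.0126). The list's call did not hold under fry (0.137) or an estimated correlation (0.261), nor without WT 5 (camera adjusted p = 0.0897) or DKO 4 (0.051), where the median was -0.16 and -0.13. Of the 6 FGFR response and proliferation genes, 0 passed the threshold and 2, Fgfr1 (-0.38) and Etv5 (0.72), had an unadjusted p-value under 0.05. The value of Etv5 was 0.16 without DKO 4 (adjusted p = 0.937), and that of Fgfr1 was -0.24 without WT 5. Ccnd1 passed the threshold without DKO 5 (adjusted p = 0.00213), and Fgfr1 with total counts as size factors (0.0294). The median of the 6 was 0.32 (camera adjusted p = 0.359). Without DKO 5 it was 0.63 (camera adjusted p = 0.0269), and without DKO 4 it was 0.13. Over all study lists, 31 of the 69 genes tested had a DESeq2 adjusted p-value under 0.05 over all genes. With p-values adjusted over the list alone, list by list, 37 did, and with the 69 genes pooled 40 did. Neither of these counts is independent evidence, because the study chose many of these genes on these libraries.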

Values the study reported

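The study reported 451 differentially expressed genes in female submandibular glands and 621 in male glands, with a 2-fold change and an adjusted p-value of 0.05 as its criteria. It placed Hs3st3a1 and Hs3st3b1 about 511 kb apart on chromosome 11.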

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

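The robust edgeR fit and the independent filter tuned to 0.05 were chosen after seeing the data. The cause of the changes given here was not tested, except where the setting itself gives it.

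Against 539 genes with an adjusted p-value under 0.05, and 225 with a 2-fold change as well, edgeR's quasi-likelihood test gave 10 and 9, limma-voom 7 and 6, and the robust edgeR fit 40 and 17. In simulated data with 3 libraries against 3, edgeR's quasi-likelihood test and limma-voom recovered 87.5% and 86.0% of the changed genes. Those genes had been changed by 2-fold or 4-fold and had a mean of at least 50 counts. Group size alone therefore does not prevent calls of such changes. Smaller changes and lower counts were not simulated, so the simulation does not decide whether group size sets the low counts. The robust fit was not run on simulated data. Total counts as size factors gave 1472 (62 higher, 1410 lower) and 476, with the median of all genes shifted by -0.24. The prior on fold changes left 24 genes with a 2-fold change, because it shrinks fold changes. The TMM factors, the 3 count filters, independent filtering off or tuned to 0.05, and Cook's filter off kept both counts within 1.5 times the reported ones. Leaving out 1 library gave from 149 (without WT 5) to 817 (without WT 4) genes, and from 67 (without DKO 4) to 417 (without WT 4) with a 2-fold change.

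With the replicate block, 343 genes passed the threshold, 295 of them among the 539, and 146 had a 2-fold change as well. The replicate numbers do not pair the libraries. Deviations from the group mean correlated between same-numbered libraries across 11489 genes with r of -0.13, -0.02 and -0.26 for the numbers 1, 4 and 5, and genes are not independent replicates.

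Of the 31 called genes of the study lists, 4 kept their calls under edgeR, 5 under limma-voom, 20 under the robust edgeR fit, 29 under the replicate block, 30 under total counts and from 25 to 29 when 1 library was left out. All 31 kept them under the TMM factors, the 3 count filters, both changes of independent filtering, Cook's filter off and the prior. None of the 31 reversed direction in these fits.

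Total counts as size factors reversed log2 fold changes near 0, by the shift of all genes that they bring. The values became -0.14 for Ceacam1, -0.18 for Fgf9, -0.17 for Hs3st1, -0.17 for Hs6st1, -0.093 for Hs2st1, -0.18 for Ndst1, -0.053 for Agrn, -0.15 for Sdc1, -0.093 for Sdc4, -0.20 for Lama5, -0.10 for Mmp15 and -0.13 for Fgfr2. The list medians became -0.18 for the heparan sulfate enzymes and -0.15 for the proteoglycans.

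Leaving out 1 library moved log2 fold changes across 0 for Hs3st3b1 (-0.23 without DKO 1 to 0.19 without DKO 4), Ceacam1 (-0.014 to 0.16), Fgf9 (-0.023 to 0.13), Hs3st1 (-0.032 to 0.17), Hs6st2 (-0.95 to 0.070), Lama5 (-0.031 to 0.11) and Fgfr2 (-0.0030 to 0.18), and for the median of the heparan sulfate enzymes (-0.032 to 0.068). None of these passed the threshold in any fit.

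The medians of the growth factor genes (-0.36) and the basement membrane genes (-0.24) were above the threshold under fry, with adjusted p-values of 0.0583 and 0.137, and under an estimated correlation (0.11 and 0.261). Without 1 library the basement membrane median ranged from -0.25 to -0.13, and the FGFR response median from 0.13 to 0.63. The lowest medians in any setting were -0.60 for the growth factor genes, -0.46 for the basement membrane genes and 0.078 for the FGFR response genes. The MEC, Klk1b, other duct and acinar medians kept their direction and their side of the threshold in all the settings run for lists.

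At this depth, 5 of the 14 heparan sulfate enzyme genes had too few counts to be tested, and Etv4 and Ndst3 were too low for an adjusted p-value.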

Other observations

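The tests of explanations given here were all chosen after the results they examine had been seen. The marker lists had been written down before the data were examined.

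The study's criteria gave 225 genes in the present fit. That is lower than the value quoted from the study above. The authors' filtered counts gave 218, so that filter does not account for the difference, whose cause was not traced.

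Of the 10 splits of the 6 libraries into 3 against 3, 1 (the real one) gave as many genes past the threshold, and 1 gave as many with a 2-fold change. The next largest split, WT 1, WT 5 and DKO 1 against the others, gave 75 genes and 52 with a 2-fold change. The count was also 1 of 10 for the absolute medians of the MEC, Klk1b, other duct, acinar, growth factor and basement membrane lists, 5 for the heparan sulfate enzymes, 4 for the proteoglycans and 4 for the FGFR response list. With 10 splits the share is never under 0.1, so the real grouping and a random one cannot be told apart by this count.

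The 3 pseudogenes next to Hs3st3b1 were counted in the libraries labelled DKO and hardly in those labelled WT. Gm12288 had at least 63 counts in each library labelled DKO and 0 in each labelled WT, but it was chosen for separating the labels and so is no test of a mislabelled sample. Reads of the expressed gene Hmgb1 miscounted at Hmgb1-ps3 are argued against by the log2 fold change of Hmgb1, 0.068. Transcription running past the modified Hs3st3b1 allele may explain the pattern, since all 3 called rows within 1 Mb lie on its downstream side. Strain DNA or another variant around the targeted genes may also explain it, though the other tested rows within 1 Mb changed by at most 0.38 on the log2 scale. These last explanations cannot be told apart, because an allele and the DNA flanking it are inherited together and no reads along the region were analysed here.

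Mucl1 rose in all 3 libraries labelled DKO. Reads of its paralog Spt1 counted at Mucl1 are argued against by the libraries labelled WT, which had at most 0.00287 Mucl1 counts per 100 Spt1 counts, against 6.36 to 7.20 in those labelled DKO. A larger share of acinar cells is argued against by the log2 fold change of Spt1, 0.33. A strain allele of Mucl1 may be present. Of the 11 other rows matched to the annotation and tested within 1 Mb, Spt1 included, 0 passed the threshold and 3 had an unadjusted p-value under 0.05, which neither shows nor excludes such an allele, so it cannot be told apart from an effect of the genotype.

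For the lower MEC genes, fewer pericytes are argued against by the median of the vascular smooth muscle and pericyte markers, -0.078. Contractile genes such as Acta2 and Myh11 are in the MEC list and not among these markers. Fewer contractile vascular smooth muscle cells are therefore not excluded. Dilution of every other cell type by acinar RNA is argued against by the endothelial genes, with a median of 0.19, which stayed positive without any 1 library, from 0.06 without DKO 5 to 0.35 without WT 4. Bias by GC content or gene length is argued against by matched random lists, of which 0 of 10000 had a median as low. Basal epithelial genes, which share Krt14 with the MEC list, had a median of -0.54. Of the 6 tested, 5 were lower, among them Krt5 by only -0.006, and 1, Krt15, was higher (0.78). Fibroblast genes had a median of -0.47, which was -0.23 without WT 5 and -0.30 without DKO 4. Fewer MECs and lower expression per MEC both stay open and were not tested.

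For the lower Klk1b genes, reads shared among the Klk1b paralogs are argued against as the whole cause by the summed family, with a log2 ratio of -0.82. GC content or gene length is argued against by matched lists, with 0 of 10000 as low. Fewer granular duct cells and lower expression per cell cannot be told apart by these counts and were not tested here. The study counted fewer ducts per area in stained sections of DKO glands of both sexes. That count does not measure expression per cell.

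Immune genes were lower in the libraries labelled DKO. The medians were -3.28 for T cell genes, -2.27 for B cell and lymph node genes, -1.38 for interferon response genes, -0.95 for MHC class II genes and -0.76 for macrophage genes. The library labelled WT 1 alone is argued against for the T cell genes, whose median was -2.62 without it. For the interferon response genes the median without WT 1 was -0.80, and that library alone cannot be told apart from a group difference for them. Lymph node tissue in the libraries labelled WT may contribute. The median of -2.27 for the B cell and lymph node genes, which was -0.82 without WT 1, allows it, but a lower number of immune cells within the gland would give the same, and the 2 cannot be told apart here.

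All 18 amino acid response genes were higher in the libraries labelled DKO, with a median of 1.02, and 14 of them had an adjusted p-value under 0.05. The library labelled DKO 4 alone is argued against by a median of 0.65 without it, though that library decides part of the size. GC content or gene length is argued against by matched lists, with 0 of 10000 as high. The study's own list of changed genes, read before this list was written, holds some of these genes, so the pattern is a hypothesis.

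Sublingual and parotid gland genes were high in 1 library labelled WT, with a group median of -4.03 that was 3.73 without that library, WT 5. All 6 genes also had counts in WT 1 and WT 4. The most abundant, Bpifa2, had 78927 normalized counts in WT 5, and 104 and 98.8 in WT 1 and WT 4. Muc19 had 120, 53 and 62150 counts in WT 1, 4 and 5 and 3906, 27 and 47 in those labelled DKO. In WT 5 the median of the 6 genes lay 6.35 above the mean of the libraries labelled WT on the log2 scale, which is consistent with tissue of a neighbouring salivary gland in that library. In DKO 1 it lay 2.13 above that mean without a rise of Amy1. That mean includes WT 5 and so understates both rises, since WT 1 and WT 4 lay at -3.13 and -2.88 on the same scale. Bpifa2 had 3446 normalized counts in DKO 1, so carry-over there may be present and cannot be told apart from other sources.

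The other marker lists had medians of 1.21 for erythrocyte genes, -0.23 for skeletal muscle genes (4 of 7 tested) and -1.002 for adipocyte genes (2 of 5 tested). All 5 erythrocyte genes were higher in the libraries labelled DKO with no overlap, and 4 had a DESeq2 adjusted p-value under 0.05. Hba-a2, named above among the higher genes, is 1 of these 5, so its rise may not be a change in gland cells. The cause was not tested. When 1 library was left out, the skeletal muscle median ranged from -0.27 without DKO 1 to 0.81 without WT 5, and the adipocyte median from -1.84 without DKO 1 to 0.29 without WT 5. Over the 14 marker lists, 9 had a camera adjusted p-value under 0.05. None had one under fry, where the lowest was 0.153 and 3 had an unadjusted p-value under 0.05, or under an estimated correlation, where the lowest was 0.355.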
